A study of Mus musculus with 28 samples.

How the data were processed

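RNA sequencing of poly-A selected RNA from the nucleus accumbens was analysed for 28 mice of both sexes that had been given morphine or saline. The deposited table holds raw read counts, 1 row per gene symbol and 1 column per sample, per the file headers. RNA was extracted with Trizol and columns and selected for poly-A tails, per the labels' protocols. The aligner, the counting tool, the genome build, the annotation and the use of strand are stated neither in the labels nor in the file headers, so no coordinates are given and genes are named by the symbols of the table. The table has 53599 gene symbols, each present once, and no rows other than genes. Of these symbols, 50069 were found in the GENCODE M21 mouse annotation, which was used only for GC content, transcript length, biotype and chromosome. Genes that overlap others, antisense genes and pseudogenes are uncertain, since the counting rule for shared reads is not stated.

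Sex and agent were taken from the sample labels, which gave 8 males on saline, 8 males on morphine, 6 females on saline and 6 females on morphine. The labels give no litter, batch or replicate number. Replicates are numbered here in the order of the samples within a group, and the number pairs no samples. All 86 pairs of libraries within a group differed by more than sampling noise, with a chi-square per degree of freedom of at least 8.62, so each library was counted as 1 replicate. The total counts lay between 42.7 and 82.7 M (mega) reads per sample. Even numbers were in excess among low counts (66.1% to 77.6% of the counts from 1 to 40), as when both mates of a read pair are counted, so the number of sequenced fragments is below the totals. An alternative with every count halved and rounded down was run for this reason.

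Genes were kept by filterByExpr on the 4 agent-by-sex groups, which left 21164 genes. The main test was the quasi-likelihood test of edgeR 4.0.16 under R 4.3.3, with TMM normalization and robust empirical Bayes estimates. The effect of morphine in both sexes and the sex difference came from a model with terms for sex and agent. The effects in males and in females and the agent by sex interaction came from a model with 1 mean per group, so that the 4 groups shared 1 dispersion estimate. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were taken as the log2 fold change divided by the square root of the F statistic. CPM values (counts scaled to the library size) use the TMM library sizes.

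A total of 18 gene lists with 160 genes were fixed before the data were examined. They cover myelin, oligodendrocyte precursor, newly formed oligodendrocyte, oligodendrocyte lineage transcription factors, astrocyte, microglia, endothelial, mural, meninges, choroid plexus and ependyma, medium spiny neuron, pan-neuronal, cortical excitatory neuron, glucocorticoid response, immediate early, opioid receptor and peptide, cholesterol synthesis and red blood cell genes. The myelin theme is that of the series title, so the myelin list is not independent of these samples. Lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, with fry and camera with an estimated correlation beside it. A list score is the mean log2 CPM of the list's genes in a library. Scores were compared by two-sided permutation tests with 100000 resamples of the agent labels within sex, and by exact permutation tests within males and within females.

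The genes named were chosen by a rule set before the data were examined. For the morphine effect in both sexes these were the 5 genes with the lowest p in each direction past the threshold or, where none passed, the 2 with the lowest p in that direction. For males, females and the interaction they were the 2 genes with the lowest p. Up to 6 genes of the myelin list that pass when adjusted over the list alone, the opioid genes Oprm1, Oprd1, Oprk1, Penk and Pdyn, and the sex-label genes Xist, Ddx3y, Uty, Kdm5d and Eif2s3y were named as well. A gene that the rule selects is not reported here; it stays in the list tests and scores.

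The edgeR and list procedures were tested on simulated counts for 21164 genes. Of 50 genes changed at each size, 42% were recovered at a 1.25-fold change, 82% at 1.5-fold, 96% at 2-fold and 100% at 3-fold. Of 167 calls, 7 (4.19%) were false. The changed genes were drawn only from genes above a minimum mean CPM. Recovery was thus not tested for genes at lower levels, such as Zfp663, Liph and Gm14567. A shift of -0.4 placed on the 22 myelin genes was estimated at -0.41, and 0 of the 17 other lists passed under camera. These counts were drawn without the library sets described in the report, and independently for each gene. Genes of a list were thus uncorrelated, so the 0 lists do not show how often camera passes unchanged lists in these samples.

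The alternatives set before the data were examined were DESeq2 1.42.0, limma-voom, RLE and upper-quartile factors, library totals only, no filter, at least 10 counts in every sample, non-robust estimates, 1 or 2 surrogate variables from sva 3.50.0, log2 library size as a covariate, no sex covariate, each sex fitted alone, fry and estimated correlations for lists, a prior count of 0.5, 2 other forms of the myelin score, and leaving out each of the 28 libraries. A further 7 were chosen after seeing the data: the library set, the medium spiny neuron score, and both as covariates, each library set alone, all but the 2 libraries lowest in the medium spiny neuron score, and halved counts. For the counts of genes and lists, 60 splits of the samples, the real one included, were fitted with the labels permuted within sex, within sex and library set, or, for the sex difference, within agent.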

Results

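The transcriptome of the nucleus accumbens was measured by RNA sequencing in mouse pups at postnatal day 15, during spontaneous withdrawal after once-daily morphine or after saline. The series title describes the animals as outbred CFW mice. A total of 28 libraries were analysed, 1 per sample: 8 from males on saline, 8 from males on morphine, 6 from females on saline and 6 from females on morphine. The total count per library, in M (mega) reads, was 53.2 ± 13.0 M (mean ± SD, n = 8) in males on saline, 47.1 ± 3.73 M (n = 8) in males on morphine, 50.7 ± 9.57 M (n = 6) in females on saline and 47.6 ± 2.54 M (n = 6) in females on morphine, with a range over all libraries of 42.7 to 82.7 M. The log2 total count differed by -0.12 (SE 0.079) between morphine and saline, which was within the spread of permuted labels (permutation p 0.163, two-sided). The 10 most abundant genes held 4.43% to 5.90% of the counts of a library. At these depths 21164 genes were tested.

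The libraries fell into 2 sets that the sample labels do not name. The first principal component of log2 CPM held 32.6% of the variance and placed 8 libraries, those with the numbers 21 to 28 in the sample titles, between 71.4 and 83.8, while the other 20 lay at -21.2 or below. These 8 libraries, called the second set here, comprised 2 of each of the 4 groups, and the first set comprised the other 20. The second set also had a higher share of counts on processed pseudogenes, 0.207% ± 0.0044 (SD, n = 8) against 0.140% ± 0.012 (n = 20), without overlap, and a higher share of even numbers among low counts, 76.8% ± 0.47 against 68.1% ± 0.89. Since the sets were balanced over the groups, morphine and saline libraries could be compared within each set, and such values are given for the lists that passed.

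**Figure D1:**
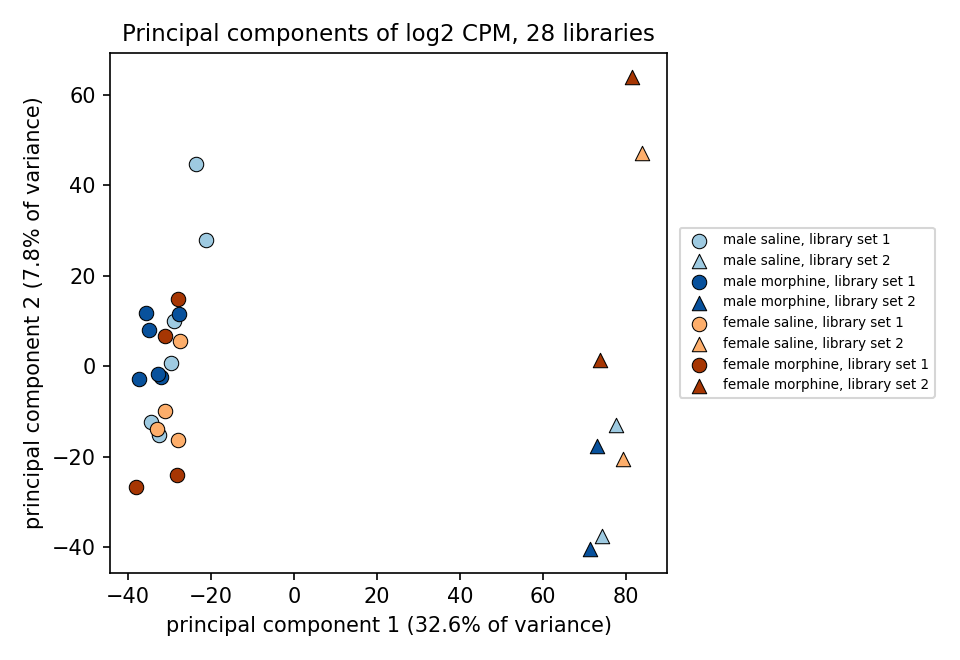
Scores of the 28 libraries on the first (x axis, 32.6% of the variance) and second (y axis, 7.8%) principal components of log2 CPM, coloured by group, with circles for the first library set and triangles for the second. The 8 libraries of the second set lie at 71.4 or above on the x axis and hold 2 libraries of each group.

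The sex labels were checked with the transcripts of sex-linked genes. Xist was at 1011 ± 200.1 CPM (SD, n = 6) in females on saline and 1031 ± 274 CPM (n = 6) in females on morphine, against 0.757 ± 0.593 CPM (n = 8) in males on saline and 1.17 ± 1.03 CPM (n = 8) in males on morphine. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were at 74.2 ± 14.4, 23.7 ± 3.40, 47.3 ± 5.33 and 81.7 ± 6.10 CPM in males on saline, and at 79.6 ± 14.7, 24.7 ± 3.74, 48.1 ± 4.42 and 86.9 ± 13.4 CPM in males on morphine. Among the 12 females, their highest values were 1.53 CPM for Ddx3y, 0.632 CPM for Uty, 1.17 CPM for Kdm5d and 2.21 CPM for Eif2s3y, all in female morphine replicate 5. The sex difference passed an adjusted p of 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg) for 11 genes, 7 higher and 4 lower in males, with the lowest adjusted p, 9.07e-18, for Xist (log2 fold change -10.03, SE 0.34). The count moved most under the first library set alone, where 21 genes passed, and under a filter of at least 10 counts in every sample, which removes genes absent from 1 sex and left 1 gene.

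The main comparison asked which transcripts differed between morphine and saline pups during withdrawal. With sex as a covariate and 14 libraries per agent, 0 of the 21164 genes passed an adjusted p of 0.05. At an unadjusted p under 0.05 there were 735 genes, where 1058.2 would be given by uniform p-values, and the lowest adjusted p was 0.9997. The largest departure came with the library set and the medium spiny neuron score as covariates, an alternative chosen after seeing the data, under which 5 genes passed, all lower on morphine.

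None of the genes named by the lowest p passed the threshold. Among higher transcripts, 8430429K09Rik was at 6.72 ± 0.587 CPM (SD, n = 14) on saline and 8.23 ± 0.830 CPM (n = 14) on morphine, a log2 fold change of 0.29 (SE 0.062) with an adjusted p of 0.9997. Dnajb3 was at 1.34 ± 0.380 CPM on saline and 1.92 ± 0.537 CPM on morphine, a log2 fold change of 0.53 (SE 0.15). Among lower transcripts, Enpp6, a gene of the newly formed oligodendrocyte list, was at 32.4 ± 2.55 CPM on saline and 26.3 ± 4.13 CPM on morphine, a log2 fold change of -0.30 (SE 0.069). Reep3 was at 61.4 ± 4.60 CPM on saline and 53.8 ± 4.79 CPM on morphine, a log2 fold change of -0.19 (SE 0.046). These 3 genes had the same adjusted p of 0.9997. The fold changes of all 4 genes kept their sign under every alternative tried.

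Both sexes had been collected, so the effect was also estimated within each sex and compared between them. In males, 0 genes passed and 369 had an unadjusted p under 0.05. In females, 0 genes passed and 578 had an unadjusted p under 0.05. For the interaction, 0 genes passed and 288 had an unadjusted p under 0.05. The 2 genes with the lowest p in males were Zfp663, at 0.401 ± 0.154 CPM (n = 8) on saline and 0.783 ± 0.192 CPM (n = 8) on morphine, and Tinagl1, at 2.74 ± 1.05 CPM on saline and 1.48 ± 0.372 CPM on morphine. Their log2 fold changes were 0.96 (SE 0.23) and -0.88 (SE 0.22), both with an adjusted p of 0.99996. In females they were Liph, at 0.363 ± 0.0923 CPM (n = 6) on saline and 0.808 ± 0.210 CPM (n = 6) on morphine, with a log2 fold change of 1.15 (SE 0.24) and an adjusted p of 0.681, and Gm14567, a processed pseudogene. Gm14567 had at most 3 counts in each of the 6 female saline libraries and 4 to 34 counts in the female morphine libraries, which puts its mean at least 5.38-fold higher on morphine than a level of 3 counts, with an adjusted p of 0.681. In males it had 0 to 32 counts on saline and 7 to 35 on morphine, and reads of a pseudogene can be shared with its parent gene. DESeq2 called 2 genes in females, Gm14567 and Gm29650, each with an adjusted p of 0.0256.

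For the interaction, the 2 genes with the lowest p were Zfp663 (log2 difference of effects, males minus females, 1.43, SE 0.35) and En2 (-2.22, SE 0.57), each with an adjusted p of 0.99995. En2 was at 1.40 ± 1.47 CPM (n = 6) in females on morphine because of replicate 5, which had 4.33 CPM where the next highest library of that group had 1.30 CPM. Without that library the difference was -1.43.

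Transcripts of the opioid receptors and peptides did not differ by more than their standard errors, except Oprd1. The log2 fold changes on morphine were -0.03 (SE 0.22) for Oprm1, -0.15 (SE 0.13) for Oprd1, 0.10 (SE 0.23) for Oprk1, 0.11 (SE 0.30) for Penk and 0.01 (SE 0.22) for Pdyn, and each had an adjusted p of 0.9997. Mean levels on saline and on morphine were 5.13 ± 2.17 and 5.03 ± 1.76 CPM for Oprm1, 16.9 ± 2.68 and 15.3 ± 4.52 CPM for Oprd1, 46.6 ± 15.3 and 50.0 ± 18.9 CPM for Oprk1, 340 ± 150.2 and 366 ± 166 CPM for Penk, and 89.2 ± 31.2 and 90.5 ± 28.4 CPM for Pdyn (SD, n = 14 each). The signs for Oprm1, Oprk1, Penk and Pdyn reversed under some alternatives, whereas that of Oprd1 did not.

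The 18 gene lists asked whether groups of genes shifted together. Under camera with the preset correlation, 10 lists passed an adjusted p of 0.05, 9 of them lower and 1 higher on morphine. The mean log2 fold change and adjusted p were -0.37 and 6.17e-27 for myelin, -0.22 and 7.28e-09 for newly formed oligodendrocyte, -0.24 and 0.00242 for oligodendrocyte lineage transcription factors, -0.08 and 0.00242 for astrocyte, -0.04 and 0.0103 for microglia, -0.12 and 0.00013 for endothelial, -0.19 and 0.00271 for mural, -0.27 and 0.000991 for meninges, -0.23 and 0.00301 for red blood cell, and 0.44 and 0.00561 for choroid plexus and ependyma, of which Kcnj13 was not tested. The other lists did not pass: oligodendrocyte precursor had -0.06 and 0.101, medium spiny neuron -0.05 and 0.992, pan-neuronal 0.0037 and 0.992, cortical excitatory neuron 0.09 and 0.573, glucocorticoid response 0.01 and 0.634, immediate early 0.01 and 0.836, opioid receptor and peptide 0.01 and 0.992, and cholesterol synthesis -0.0017 and 0.992.

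The preset correlation gave low p-values for other groupings of these samples as well, with a camera p under 0.05 for the myelin list in 41 of 60 splits. Under fry, 3 of the 10 lists passed, all lower on morphine: newly formed oligodendrocyte with an adjusted p of 0.00455, myelin with 0.0373 and endothelial with 0.0373. The same 3 lists passed under camera with an estimated correlation, with adjusted p of 0.00523, 0.0340 and 0.0340. Compared as 1 score per library, newly formed oligodendrocyte genes differed by -0.22 (SE 0.057, permutation p 0.00067, adjusted over the 18 lists 0.0121), and no other list passed after adjustment. With the labels permuted within sex and library set, the scores of 3 lists passed after adjustment over the 18 lists: newly formed oligodendrocyte (adjusted p 0.00036), myelin (adjusted p 0.00225) and oligodendrocyte lineage transcription factors (adjusted p 0.0346). In the first and second sets the differences were -0.19 and -0.29 for newly formed oligodendrocyte, -0.24 and -0.23 for the transcription factors, -0.07 and -0.26 for endothelial, -0.04 and -0.20 for astrocyte, 0.03 and -0.22 for microglia, -0.10 and -0.42 for mural, -0.17 and -0.53 for meninges, -0.20 and -0.31 for red blood cell, and 0.51 and 0.26 for choroid plexus and ependyma. In the first set alone, astrocyte (adjusted p 0.382), microglia (0.792), endothelial (0.253), mural (0.0656) and meninges (0.0550) no longer passed under camera, and in the second set alone choroid plexus and ependyma did not (0.630).

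**Figure D2:**
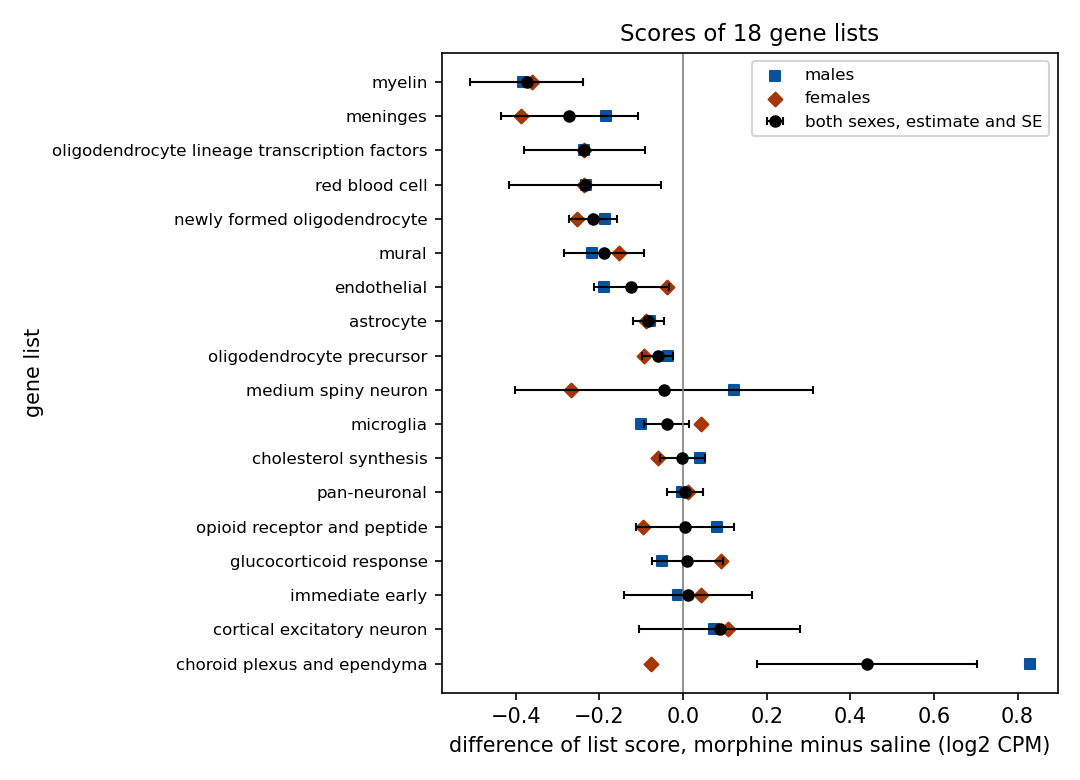
Difference of the score of each of the 18 gene lists between morphine and saline libraries, in log2 CPM on the x axis, with the estimate and SE for both sexes (circles, n = 14 per agent) and the differences within males (squares, n = 8 per agent) and females (diamonds, n = 6 per agent). The difference was -0.37 for the myelin list and 0.44 for the choroid plexus and ependyma list, where males (0.83) and females (-0.08) lay apart.

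The choroid plexus and ependyma score, singled out after its values were seen, had the lowest exact permutation p of the 18 lists within males. It differed by 0.83 in males (exact permutation p 0.00295 over 12870 splits, adjusted over the 18 lists 0.0531) and by -0.08 in females (exact permutation p 0.835). The sexes differed by 0.90, which was within the spread of permuted labels (permutation p 0.119). The female value leans on female saline replicate 5, at -1.36 where the next lowest library of that group had 0.66. This low saline score makes the female difference less negative, and the difference without that library was not computed. In males the difference was 0.88 within the first set and 0.67 within the second, which held 2 males per agent.

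The study's title concerns myelin-related genes, and the 22 genes of the myelin list were all lower on morphine, with log2 fold changes from -0.55 to -0.05 and a median of -0.39. Of these, 19 had an adjusted p under 0.05 when adjusted over the list alone and 0 when adjusted over all genes tested; the first count is not independent evidence, since the theme came from these samples. In males 22 and in females 21 genes were lower, with medians of -0.40 and -0.39, and the exception was Cntn2 in females (0.03). Within the first library set the median was -0.28 and within the second -0.58, and 21 genes were lower in both.

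Genes with low p included Ugt8a, Cnp, Gjc3, Tspan2 and Aspa. Ugt8a was at 116 ± 18.9 CPM on saline and 89.1 ± 17.3 CPM on morphine (log2 fold change -0.38, SE 0.095). Cnp was at 399 ± 69.0 and 320.0 ± 48.2 CPM (-0.32, SE 0.085). Gjc3 was at 41.2 ± 4.77 and 35.2 ± 4.33 CPM (-0.23, SE 0.065). Tspan2 was at 176 ± 22.9 and 150 ± 17.6 CPM (-0.24, SE 0.068). Aspa was at 5.11 ± 1.64 and 3.53 ± 1.02 CPM (-0.53, SE 0.16). Their p adjusted over the list alone lay between 0.00681 and 0.00727, and each had an adjusted p of 0.9997 over all genes. The remaining 3 of the 22 genes that did not pass over the list alone were Pllp, Hapln2 and Cntn2, with list-adjusted p of 0.0749, 0.0907 and 0.677. With the library set as a covariate, an alternative chosen after seeing the data, 21 of the 22 genes passed over the list alone.

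**Figure D3:**
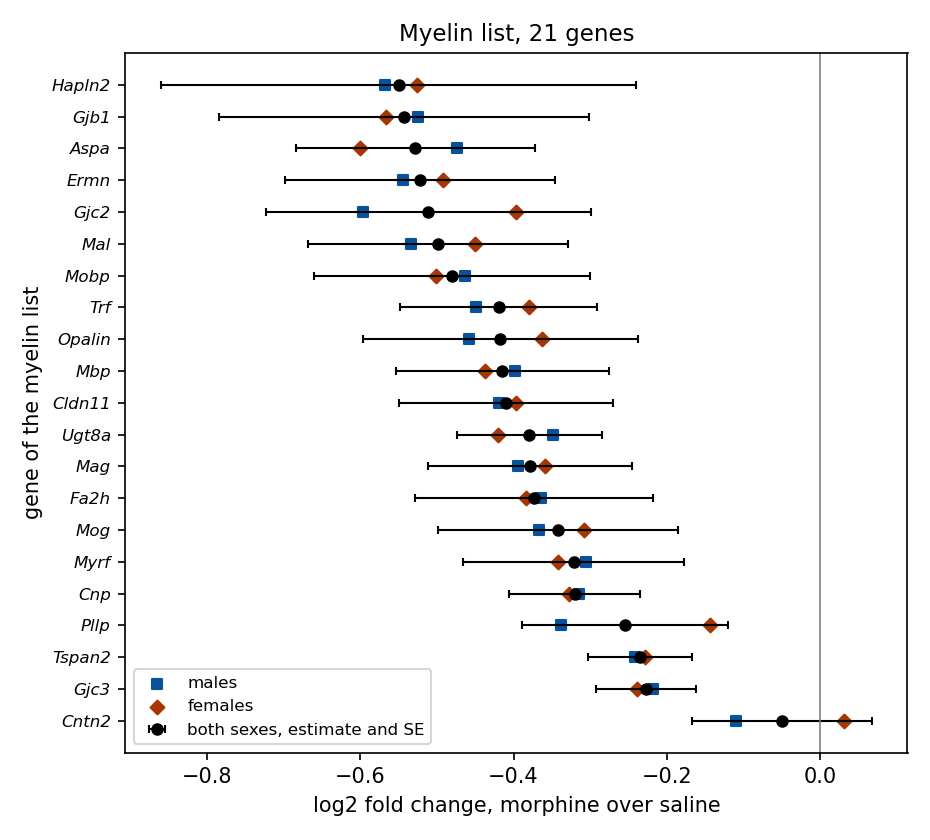
Log2 fold change of morphine over saline (x axis) for 21 genes of the myelin list, with the estimate and SE for both sexes (circles, n = 14 per agent) and the estimates within males (squares) and females (diamonds). Every estimate drawn lies below 0 except that of Cntn2 in females (0.03).

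As 1 value per library, the myelin score was 5.73 ± 0.38 log2 CPM (SD, n = 14) on saline and 5.35 ± 0.32 (n = 14) on morphine, a difference of -0.37 (SE 0.13; permutation p 0.00983, two-sided, adjusted over the 18 list scores 0.0885). In males it was 5.74 ± 0.36 (n = 8) on saline and 5.36 ± 0.29 (n = 8) on morphine. The male difference was -0.38 (exact permutation p 0.0342 over 12870 splits, adjusted over the 18 list scores 0.205). In females the score was 5.71 ± 0.44 (n = 6) and 5.35 ± 0.38 (n = 6). The female difference was -0.36 (exact permutation p 0.158 over 924 splits, adjusted over the 18 list scores 0.701). The effects of the sexes differed by -0.02 (permutation p 0.949).

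Within the first library set the score was 5.52 ± 0.17 (n = 10) on saline and 5.22 ± 0.26 (n = 10) on morphine, a difference of -0.30 (permutation p 0.00688). Within the second set it was 6.24 ± 0.20 (n = 4) and 5.69 ± 0.20 (n = 4), a difference of -0.55 with an exact permutation p of 0.0556, the smallest that the 36 splits within sex allow. With the labels permuted within sex and library set, the difference was the same and its SE was 0.083 (permutation p 0.00025). The alternative that moved the score most on the same scale was the median over the list in place of the mean, with a difference of -0.29 (permutation p 0.0439), among alternatives set before the data were examined.

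**Figure D4:**
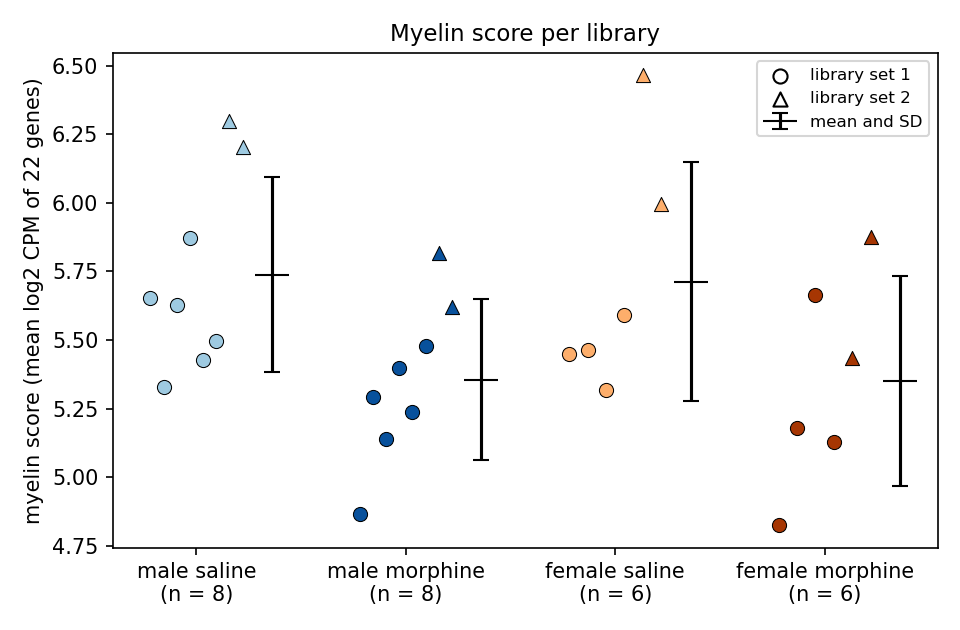
Myelin score (mean log2 CPM of 22 genes, y axis) of each library by group, with circles for the first library set, triangles for the second and the mean and SD of the group beside them. Saline libraries averaged 5.74 in males and 5.71 in females, and morphine libraries averaged 5.36 and 5.35.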

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

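A library was singled out where its gap to the nearest library of its group was large for the range of that group (above Dixon's 95% critical value). Over the total counts, the 18 list scores and the named genes, 172 groups of values were tested and 28 had such a library, where chance gives about 8.6. The tests of a swapped sex label and of male RNA or reads mixed in, and the levels of other Y chromosome genes, were chosen only after the Y-linked reads had been seen. The further striatal, cortical and cerebellar markers were written down before their values were looked at. Gap ratios below are the gap divided by the whole range of the group.

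Female morphine replicate 5 and female saline replicate 5, both of the second library set, had the lowest medium spiny neuron scores. The score was 3.39 in female morphine replicate 5, where the next lowest library of that group had 6.87 (gap ratio 0.746), and 5.01 in female saline replicate 5, where the next lowest had 7.14 (gap ratio 0.780). The opioid receptor and peptide score, whose genes include striatal neuropeptides, was lowest in the same libraries, at 3.13 (gap ratio 0.740) and 3.51 (gap ratio 0.685). Drd2 was at 1.94 and 13.9 CPM in them, and at 43.8 to 148 CPM in the other 26 libraries. All 8 of 8 further striatal markers were lower in both libraries than in each of the other 26; Pde10a, for example, was at 89.9 and 169 CPM against at least 412 CPM. Slc17a7, a cortical marker, was at 1749 and 1994 CPM, above the 1443 CPM of the highest other library. A candidate explanation is that the dissected pieces held tissue from outside the striatum, which the 8 markers favour over a change in the list's own genes alone. Whether that tissue was cortex stays open, since only 2 of 8 further cortical markers (Slc30a3 and Rtn4rl2) were higher in both libraries than in each of the other 26. With 1 of the libraries on morphine and the other on saline, the pattern does not follow the treatment.

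Female saline replicate 5 also had the highest pan-neuronal score of its group (9.82, gap ratio 0.626), the lowest choroid plexus and ependyma score (-1.36, gap ratio 0.741), and the highest levels of Tspan2 (222 CPM, gap ratio 0.647) and Aspa (9.33 CPM, gap ratio 0.670). It raises the myelin genes of the saline group. Without the 2 libraries lowest in the medium spiny neuron score, the myelin score difference was -0.32 in place of -0.37 (permutation p 0.0197), so these libraries may add to the size of the difference but do not make it.

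Female morphine replicate 5 had the highest counts of all 4 Y-linked genes among females: 68 for Ddx3y (gap ratio 0.840), 28 for Uty (gap ratio 1), 52 for Kdm5d (gap ratio 0.902) and 98 for Eif2s3y (gap ratio 0.898). Its Xist level, 645 CPM, is that of a female library (679 to 1280 CPM in other females, at most 3.55 CPM in males), which excludes a swapped label. The Y-linked genes stood at 2.80%, 3.11%, 2.63% and 3.02% of the mean of the 4 male libraries of the same set, so the highest share was 1.18 times the lowest. For these 4 genes this is consistent with about 2.89% of RNA or reads from a male animal. Gm29650, also on the Y chromosome, stood at 7.58% on 19 counts, so 1 common share does not account for its level, and the reason was not tested. Gm47283, the remaining Y chromosome gene with a mean of at least 40 counts in these male libraries, had 1311 counts here and up to 2660 in other female libraries, so it does not separate the sexes. Spill-over of reads from male libraries of this series would raise the same genes and was not tested apart from added RNA. No biological explanation was tested. En2, expressed in the cerebellum, was also highest in this library (4.33 CPM, gap ratio 0.789), and its place among the genes with the lowest interaction p rests on it in part.

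Low counts of Y-linked genes in females gave 3 other gaps. Ddx3y had 30 counts in female saline replicate 3 (0.648 CPM, gap ratio 0.786), which had 0 counts of Uty and Kdm5d, so male RNA is not the source there. Reads shared with the X-linked paralog of Ddx3y were not tested. In female saline replicate 6, Uty had 5 counts (gap ratio 1) and Kdm5d 4 counts (gap ratio 1), while every other female saline library had 0 of each. Replicate 6 also had 6 counts of Ddx3y, as many as female saline replicate 2, and 4 of Eif2s3y. It thus had reads of all 4 Y-linked genes, and male RNA or reads were not tested there. In males, Xist was highest in male morphine replicate 5 (3.55 CPM, gap ratio 0.687), far under every female library. No explanation was tested for these.

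Depth gave 2 gaps: female saline replicate 1 had 69.7 M counts (gap ratio 0.775) and male saline replicate 3 had 82.7 M (gap ratio 0.592). Both are saline libraries, so depth was tested as a source of the myelin difference. With log2 library size as a covariate the difference was -0.41 and 2.92 standard errors from 0 (permutation p 0.00617), so depth as the whole cause is argued against.

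The other gaps concerned lists of vessel, meningeal, hormone-response and sterol genes and several named genes, and no explanation was tested for them. Male saline replicate 8 had the highest mural score (4.18, gap ratio 0.598) and the highest meninges score (3.81, gap ratio 0.563) of its group. Female morphine replicate 3 had the highest endothelial score (5.03, gap ratio 0.8005). The glucocorticoid response score was lowest in male morphine replicate 1 (4.02, gap ratio 0.559). The cholesterol synthesis score was lowest in female saline replicate 6 (5.83, gap ratio 0.745) and in male morphine replicate 8 (5.82, gap ratio 0.789). Dnajb3 was highest in female morphine replicate 4 (3.31 CPM, gap ratio 0.684), Reep3 lowest in female saline replicate 2 (51.9 CPM, gap ratio 0.723) and En2 highest in male morphine replicate 7 (0.915 CPM, gap ratio 0.612). About 8.6 gaps of this kind arise by chance, so single ones carry little weight.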

How the results depend on the processing

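There were 54 alternatives: 19 set before the data were examined, the 28 fits that each left out 1 library, and 7 chosen after seeing the data (the library set, the medium spiny neuron score or both as covariates, each library set alone, all but the 2 libraries lowest in the medium spiny neuron score, and counts halved and rounded down). Of the 19, each result was recomputed only under those listed for it beforehand: 12 for the genes passing in both sexes, 6 for the myelin list and 5 for the myelin score, so that, for example, the lists were not tested under DESeq2, voom or other filters. The direction and the side of the threshold were kept under every alternative tried by the 0 genes passing in males and for the interaction, by the myelin list (adjusted p from 1.67e-36 to 0.0373) and, by its permutation p without adjustment over the lists, by the myelin score, whose difference ranged from -0.42 to -0.31 over the fits that each left out 1 library (permutation p 0.0036 to 0.0196). For the score in the second set alone the smallest possible p is above 0.05, so only its size was compared. Adjusted over the 18 lists, the p of the score was 0.0885 with the labels permuted within sex and 0.00225 within sex and library set, so on that scale its side of the threshold changed.

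In both sexes, 5 genes passed with the library set and the medium spiny neuron score as covariates (lowest adjusted p 0.0104), against 0 otherwise; over the other alternatives the lowest adjusted p lay between 0.0592 and 1.00. These genes, named after their values were seen, were Bcas1, Sox10, Gal3st1, Cnp and Mbp, all lower on morphine. With the library set alone as a covariate, Bcas1 and Gal3st1 had the lowest adjusted p, 0.0592. The standard error of the myelin score fell from 0.13 to 0.083 with the library set, but this is the error of a list score. With the library set alone 0 genes passed. With both covariates the log2 fold changes of the 5 genes, in the order named, were -0.249, -0.258, -0.370, -0.312 and -0.388. In the main test they were -0.255, -0.256, -0.365, -0.320 and -0.415. These values argue against larger effects as the reason that the 5 genes passed, and what lowered their p was not tested.

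In females, DESeq2 called 2 genes, against 0 in the main test; the lowest adjusted p was 0.0256, and 0.159 to 1 under the other alternatives. One of them, Gm29650, lies on the Y chromosome and had 0 counts in every female saline library and, on morphine, 19 counts in replicate 5, the library with Y-linked reads, 6 in replicate 4 and 0 in the other 4. The cause for Gm14567 was not tested.

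The sex difference had 11 genes in the main test, 17 under DESeq2, 1 with at least 10 counts in every sample, 21 in the first library set alone and 3 in the second alone. The filter removes the Y-linked genes by construction. The second set has only 8 libraries, in which Ddx3y, Uty, Kdm5d and Eif2s3y did not pass (adjusted p 0.359 each) while Xist did (5.50e-05). That set holds female morphine replicate 5, the library with Y-linked reads. Among the fits that each left out 1 library, that without it gave the largest log2 fold change for each of these 4 Y-linked genes. Which of the 2 lowered the count in the second set was not tested. For DESeq2 and the first set the cause was not tested either. DESeq2 gave no adjusted p for 4 named Y-linked genes. The number of lists passing was 10 in the main test, 3 under camera with an estimated correlation, 3 under fry and 6 in the first library set alone. The first 2 replace the preset correlation by that of the data; for the first set the cause was not tested.

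Several effects changed sign, with the cause not tested. Glucocorticoid response genes, which did not pass with all libraries, passed in each library set alone with opposite signs: higher on morphine in the first (0.0477) and lower in the second (0.00143). For lists, the sign is the direction that camera gives relative to all other genes, and the adjusted p with the other sign is given. This direction can differ from the sign of a mean near 0: with all libraries it was lower for pan-neuronal and for opioid receptor and peptide genes, whose mean log2 fold changes were 0.0037 and 0.0051, and in the first set alone it was lower for cortical excitatory neuron genes, whose mean score difference was 0.0027. Pan-neuronal genes reversed under RLE factors (0.990), library totals only (0.983), 1 surrogate variable (0.899), halved counts (0.983), the second set alone (0.630) and without the 2 libraries lowest in the medium spiny neuron score (0.816). Without these 2 libraries, medium spiny neuron (0.175) and opioid receptor and peptide genes (0.749) also reversed, and Oprm1 had a log2 fold change of 0.00088. In the first set alone, medium spiny neuron (0.0693), cortical excitatory neuron (0.920) and opioid receptor and peptide genes (0.920) reversed. In the second set alone, cholesterol synthesis genes reversed and passed (0.00444), opioid receptor and peptide genes (0.745) reversed, and the log2 fold changes were 0.28 for Oprm1, -0.026 for Oprk1, -0.33 for Penk and -0.0078 for Pdyn. With the medium spiny neuron score as a covariate, medium spiny neuron (0.990) and opioid receptor and peptide genes (0.737) reversed. With it and the library set, opioid receptor and peptide (0.753) and cholesterol synthesis genes (0.981) reversed and Oprm1 was at 0.00091; with the library set alone, cholesterol synthesis genes reversed (0.973). Oprm1 was at 0.036 with log2 library size as a covariate, Pdyn at -0.010 with 1 surrogate variable and Oprk1 at -0.00057 with 2.

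Over the 28 fits that each left out 1 library, log2 fold changes ran from -0.094 to 0.092 for Oprm1, -0.013 to 0.19 for Oprk1, -0.0040 to 0.23 for Penk and -0.073 to 0.096 for Pdyn. Adjusted p ran from 0.00601 to 0.999 for medium spiny neuron, 0.474 to 0.999 for pan-neuronal, 0.299 to 0.900 for glucocorticoid response, 0.217 to 0.977 for immediate early, 0.445 to 0.999 for opioid receptor and peptide and 0.299 to 0.987 for cholesterol synthesis genes, with both signs. Without female morphine replicate 5, medium spiny neuron genes were higher on morphine, with an adjusted p of 0.00601. That fit keeps female saline replicate 5, the other library with a low score. Without both libraries the adjusted p was 0.175, so the pass depends on dropping only 1 of them. The direction of this list reversed in 7 of the 28 fits. Without female saline replicate 5, choroid plexus and ependyma genes no longer passed (0.0603) and oligodendrocyte precursor genes did (0.0387), as they did without female morphine replicate 1 (0.0423) or male morphine replicate 4 (0.0427). Apart from single-library fits, 24 values of single lists or genes no longer passed and 6 newly did: Gm14567 under DESeq2, Cnp with the library set and the medium spiny neuron score as covariates, oligodendrocyte precursor genes with 1 surrogate variable (0.0404), glucocorticoid response genes in each library set alone and cholesterol synthesis genes in the second. Totals of at least 42.7 M counts leave counting error small for most genes, but genes such as Gm14567, with 0 to 35 counts, are limited by depth.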

Other observations

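The tests of the library set as a source of the myelin difference, of the alignment or read length, of the groups held by the second set, of the neuronal share within library sets, and of the number of lists in splits within library sets were chosen only after the results were seen; the other tests here were written before their values. Splits of the samples number 60 in each case, the real one included.

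The counts of genes at an unadjusted p under 0.05 did not stand out from other splits of the samples. In both sexes, 25 of the 60 splits within sex gave as many as the 735 genes of the real split. In males 43 of 60, in females 45 of 60 and for the interaction 56 of 60 splits gave as many. Unequal numbers of second-set libraries between the arms went with large counts: 22 of the 25 splits in both sexes were of this kind, the median count was 884 genes in the 41 unequal splits and 329 in the 19 equal ones, and 3 of the equal splits, the real one included, gave as many. The split with most genes, 3790, had 7 of the 8 second-set libraries in 1 arm. With the library set as a covariate and labels permuted within sex and set, 8 of 60 splits gave as many genes as the real one. For the sex difference, 3 of 60 splits gave as many as 11 genes; the other 2, with 1322 and 1679 genes, had all 8 second-set libraries in the male arm, where the real split has 4, and the remaining 57 gave 0 genes. The count of 11 alone therefore could also arise from a split along the library sets, whereas the Xist and Y-linked levels of single libraries separate the sexes.

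For the lists, 1 of 60 splits within sex, the real one, gave as many as 10 lists past the threshold under camera, and 1 of 60, again the real one, gave as small a camera p for the myelin list. With the library set as a covariate and labels permuted within sex and set, 2 of 60 splits gave as many as the 10 lists of the real one, the other with 11 lists, and 1 of 60, the real one, gave as small a camera p for the myelin list. The median camera p of the myelin list over the splits within sex was 0.00226, so the size of that p is not to be read at face value. Under fry, 2 of 60 splits within sex gave as small a p for the myelin list.

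The lower myelin list under morphine was weighed against technical explanations. With the library set as a covariate, the myelin score difference was 4.53 standard errors from 0, against 2.77 without it, so the set hid variance and did not make the difference. With the medium spiny neuron and cortical excitatory neuron scores as covariates it was -0.37 and 2.65 standard errors from 0 (permutation p 0.018), which argues against dissection along those cell types as the whole cause. Leaving out each library in turn gave a permutation p of at most 0.0196. Library totals only moved the difference by 0.00294, much less than its SE. After the trend of all genes on GC content and transcript length was removed, the median log2 fold change of the 22 genes was -0.40, below all of 10000 random lists of the same size matched on mean expression. A higher neuronal share of the tissue would lower other non-neuronal cells as much. The mean score of the astrocyte, microglia, endothelial and mural lists differed by -0.11 (permutation p 0.0139), and the myelin score fell by a further -0.27, with a permutation p of 0.0616 within sex and 0.00552 within sex and library set. A neuronal share thus may account for part of the difference, but the second test argues against it as the whole cause, and pan-neuronal genes differed by 0.0037 (SE 0.043).

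Less white matter in the dissected pieces of morphine mice cannot be told apart from lower myelin gene expression, because both lower the list and no label records the dissection. With the myelin score as a covariate, the newly formed oligodendrocyte score still differed by -0.087 (SE 0.038, permutation p 0.0154). The myelin score with the newly formed oligodendrocyte score as a covariate differed by 0.04 (SE 0.10, permutation p 0.603). Neither fit had the library set as a covariate, so this asymmetry was not tested within the sets. A candidate explanation is that the shift lies mainly in the oligodendrocyte lineage from the newly formed stage on. Oligodendrocyte precursor genes differed by only -0.06 (SE 0.037). However, the lineage transcription factor score differed by -0.24 (SE 0.14), against -0.22 for newly formed oligodendrocyte genes. Since that list is named for the lineage and not for a stage, the stage of the shift stays open. A smaller shift in precursors is not excluded, since 7 of the 8 precursor genes were lower. That list passed in 1 of 6 alternatives set beforehand, 3 of 28 single-library fits and 0 of the 7 chosen later. Fewer cells of the lineage, later maturation and lower expression per cell stay open. Effects shared by a litter were not tested, since the labels give no litter. The hypothesis was found and tested on the same libraries. With the library set as a covariate, 9 of the 10 genes with the lowest p were lower on morphine, among them Bcas1, Gal3st1, Mbp, Sox10, Gltp, Cnp, Adamts4 and Mobp, with adjusted p from 0.0592 to 0.128; these were named after their values were seen.

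The second library set, titles 21 to 28, had at least 0.2003% of its counts on processed pseudogenes, while the highest of the other 20 libraries had 0.176%. This is consistent with another alignment or read length, since shorter reads are harder to place between a gene and its copies; a different library kit was not tested. Treatment or sex as the source is excluded by the design, since the set held 2 libraries of each of the 4 groups. The myelin score was 5.96 ± 0.35 (SD, n = 8) in the second set and 5.37 ± 0.26 (n = 20) in the first, a gap larger than the difference between morphine and saline, so a design with the sets unequal over the groups would have shifted the list.

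Female morphine replicate 5 carried transcripts of the cerebellum. Gabra6 was at 5.09 CPM (0.121 CPM in the highest other library), Fat2 at 15.4 CPM (0.412) and Cbln3 at 9.42 CPM (1.02). Of 8 further cerebellar markers, 7 were highest in this library, where chance gives each of 28 libraries the same share. Pcp2 (4.96 against 0.637 CPM), Ppp1r17 (3.15 against 1.10 CPM) and Slc1a6 (26.2 against 11.0 CPM) were well above the highest other library, while Cbln1, Grid2ip, Eomes and Il20rb were above it by less than 1.5 times and Cdh15 was not above it. All 8 markers had some counts in other libraries, and whether the tissue studied expresses them or these reads came from elsewhere was not tested. Cerebellar tissue or RNA in this library is a candidate explanation, and it could be the same source as the Y-linked reads, which was not tested.

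Female morphine replicate 4 lay apart on the third principal component, at -92.8 where the next library by size was at -31.6. GC content as the source is argued against: across 12139 genes, which are not independent replicates, its deviation from the other libraries of its set had a Spearman correlation of -0.0636 with GC content, while another library had 0.393. It also had the highest share of counts on processed pseudogenes of the first set, 0.176% against at most 0.150%. No biological explanation was tested.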
